A study of Mus musculus with 4 samples. Its data were reported in "The integrated stress response promotes neural stem cell survival under conditions of mitochondrial dysfunction in neurodegeneration" (2024).

How the data were processed

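Bulk RNA sequencing was measured in 4 libraries of YFP-positive mouse neural stem cells, 2 WT and 2 Opa1 KO, grouped and numbered by the titles the submitters gave. The submitters' processing notes name HISAT2, SAMtools, featureCounts and DESeq2 and the mm10 build, with no versions. The annotation release, the library kit and the strand setting of the counting are not given in the sources used here.

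The deposited table gives for each gene and library a normalised signal, the featureCounts read count divided by 1 size factor per library by the authors. These deposited values were not raw counts. Each column was divided by its smallest step, and 100% of the values of each library came out as whole reads within a tolerance of 1e-06. The recovered totals ranged from 19985853 to 23237326 reads per library, with size factors of 1.03, 1.03, 0.919 and 1.04. The same table holds a log2 fold change with its standard error, a p-value and an adjusted p-value that the authors made with DESeq2. The adjusted p-value is deposited beside a weight per gene, and plain Benjamini-Hochberg adjustment of the deposited p-values gives 170 genes under 0.05 where the deposited adjusted values give 228. DESeq2 with genotype as the only term, run on the recovered reads, matched the deposited log2 fold changes within 5.72e-10 and the standard errors within 3.55e-07. The other 5 deposited files, which repeat or annotate parts of this table, were not used. Columns were mapped by the submitters' sample descriptions, whose numbers differ from those of the titles.

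Of 55421 gene identifiers, 55154 matched a symbol in the reference annotation of the mm10 build, and 22529 were at 0 in all libraries. The test planned before the data were examined was the edgeR quasi-likelihood test on counts. Because the deposited values were normalised, the main test became limma-trend with robust moderation on log2(value + 1), with genotype as the only term. It used the 18547 genes with a value of at least 10 in at least 2 libraries, of which 9 shared a symbol with another gene. Tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes on this scale understate the change of low genes. The planned edgeR test (TMM scaling, filterByExpr, 18729 genes) called 0 genes on the recovered reads, and DESeq2 called 64 on the genes limma tested.

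Fixed before the data were examined were the 26 gene lists, the rule for named genes, the alternative settings and the groups. The lists were written from textbook knowledge and the study's text and figures. They cover stress, amino acid, mitochondrial and metabolic genes, stages of the stem cell lineage and other cell types. The study shows some members of the integrated stress response, amino acid transporter, mitochondrial coding and neuroblast lists on these same libraries. Those members are not independent evidence in the tests of these lists. All lists were tested together with limma's camera at a preset correlation of 0.01, with an estimated correlation and fry beside it. Of the 26 lists, 17 were called by camera, 12 higher and 5 lower. With an estimated correlation 0 held, the smallest adjusted p being 0.309, and with fry 0 held, the smallest being 0.0922. Both rest on the residuals of 4 libraries, which also hold the difference between replicate numbers. The estimated correlation was 0.991 for cell cycle and 0.994 for ependymal genes. A list that did not hold there is therefore not shown to be unchanged. Member p-values were also adjusted over the list alone. The rule named Opa1, the 10 highest and 10 lowest log2 fold changes among called genes with a mean of at least 5 CPM in the higher group, groups that do not overlap and a symbol that is not a predicted model. It also named up to 4 members of each list with the smallest p and the genes that the study's text names for this response. Some genes the rule names are not reported here. Differences between same-numbered libraries are Opa1 KO minus WT on the log2(value + 1) scale, given for replicates 1 and 2 in that order. The share of mitochondrial DNA was taken over all recovered reads and compared by a two-sided exact permutation test.

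The tests were checked on simulated counts for the Opa1 KO against WT comparison over 18547 genes, of which 200 were changed. Counts were drawn independently for each gene and library, without the difference that libraries of the same replicate number share. The rates below therefore do not describe recovery in the real libraries. With the spread estimated from the 4 libraries, limma-trend recovered 8% of 2-fold and 75% of 4-fold changes with 28 false calls, and edgeR 11% and 77% with 35. DESeq2 recovered 36% and 94% with 100 false calls. With a dispersion of 0.02, limma-trend recovered 78% and 100% with 6 false calls.

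Alternatives were edgeR with TMM or relative log expression factors, DESeq2 on the filtered genes and on all genes, limma-voom, scaling by library size only or by TMM, and no filter or a stricter filter (50 reads in 2 libraries). The rest left out mitochondrial DNA genes, used a pseudocount of 0.5 or 5, added the replicate number as a block, or left out each library in turn. TMM scaling in limma-trend, pseudocounts and DESeq2 on all genes were added after the data were seen, when the planned edgeR test with TMM factors also became an alternative. With 1 library left out, the lone library of a group was assumed to vary like the other group. Mitochondrial coding genes were searched with BLAST 2.17.0 against the annotated transcripts, and a nuclear gene with at least 95% identity over at least 100 bases was called a copy. Intervals of list medians are 95% bootstrap intervals over member genes from 10000 draws. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, pandas 2.3.3 and matplotlib 3.10.9 were used.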

Results

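RNA sequencing was performed on YFP-positive neural stem cells of mice, with 2 libraries from wild-type (WT) cells and 2 libraries from cells lacking Opa1 (Opa1 KO). YFP is a fluorescent protein that a tamoxifen-inducible Cre switches on in Nestin-expressing cells and that their progeny keep, so the sort holds stem cells together with their descendants. Other YFP-positive cells may be present too. Among single hippocampal cells with detectable YFP, the study found ependymal, mural, endothelial and oligodendrocyte clusters. For the libraries used here, the study's text places the sort in the subventricular zone. This is the niche along the lateral ventricles where adult stem cells give rise to neuroblasts. Opa1 encodes a dynamin-like GTPase of the inner mitochondrial membrane that acts in fusion and in the shape of the cristae. The comparison asked which transcripts differ in these cells once Opa1 is lost. Recovered read counts assigned to genes were 23237326 and 22825629 in the WT libraries and 19985853 and 22285901 in the Opa1 KO libraries. Values below are size-factor-normalised read counts as deposited, with log2 fold changes of Opa1 KO over WT on the log2(value + 1) scale. The labels do not say whether the libraries came from separate animals, so p-values measure only the spread between these samples, which may be technical.

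Opa1 itself (ENSMUSG00000038084, mm10 chromosome 16, 29579334 to 29654884, plus strand, protein-coding) was examined first, as the targeted gene. Its normalised read counts were 3039 and 2833 in WT replicates 1 and 2, against 837 and 739 in Opa1 KO replicates 1 and 2. The mean was 2936 ± 145 (SD, n = 2) in WT and 788 ± 69.2 (SD, n = 2) in Opa1 KO, a 3.73-fold lower level (log2 fold change -1.90, SE 0.13). Both Opa1 KO libraries lay below both WT libraries, in the direction their labels give. By limma-trend with genotype as the only term the adjusted p over all genes tested was 0.998. With the replicate number added as a block it was 0.000473, though the labels tie these numbers to no batch. The gene was also called by DESeq2 on the recovered reads.

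With genotype as the only term, no gene reached an adjusted p under 0.05 by limma-trend (0 higher and 0 lower of 18547 tested), while 470 genes were higher and 196 lower at an unadjusted p under 0.05. The edgeR quasi-likelihood test also called 0 genes, with 704 at an unadjusted p under 0.05, and limma-voom called 0, with 710. In each of these fits the unadjusted count was below a share of 0.05 of the genes tested. A threshold of 0.05 would give that share with no difference at all, so these counts are not in themselves a sign of changed genes. DESeq2 on the same genes called 48 higher and 16 lower. Limma-trend with the replicate number added as a block called 123 higher and 59 lower. The limma-trend calls of list members given below are from the fit without a block. Its residuals also hold the difference between replicate numbers, so a gene that did not pass there is not shown to be unchanged. The gene rule fixed for the text names genes among the calls. It therefore named none by limma-trend without a block, and was applied to the DESeq2 calls instead, ranked by the log2 fold change of DESeq2. The values shown are on the log2(value + 1) scale, on which the order can differ.

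Among those DESeq2 calls, Trib3, a pseudokinase induced by the transcription factors ATF4 and CHOP, was ranked highest of the genes the rule named (log2 fold change 3.56, SE 0.50), from 15.1 ± 7.59 (SD, n = 2) to 183 ± 67.0. Trim66, a tripartite motif protein, followed with 40.8 ± 11.1 in WT and 254 ± 9.27 in Opa1 KO (2.63, SE 0.29). The others named as higher were Chac1, Slc7a3, Higd1b, Abcc9, Paip1, Atp13a5, Vtn and Nupr1, with log2 fold changes from 1.29 (Nupr1) to 2.01 (Slc7a3). Besides Opa1, the lower genes included Chodl, a C-type lectin (816 ± 99.9 in WT, 263 ± 1.52 in Opa1 KO, log2 fold change -1.62, SE 0.17), and Tmem130, a transmembrane protein (323 ± 38.9 against 119 ± 21.5, -1.44, SE 0.24). Arrdc4, an alpha-arrestin, was 1285 ± 101 in WT and 651 ± 26.5 in Opa1 KO (-0.98, SE 0.14), and ENSMUSG00000095041, a gene listed with no symbol, had a log2 fold change of -1.77 (SE 0.27). The remaining 5 lower genes were mt-Atp6, mt-Nd1, mt-Cytb, mt-Co1 and mt-Nd5.

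**Figure D1:**
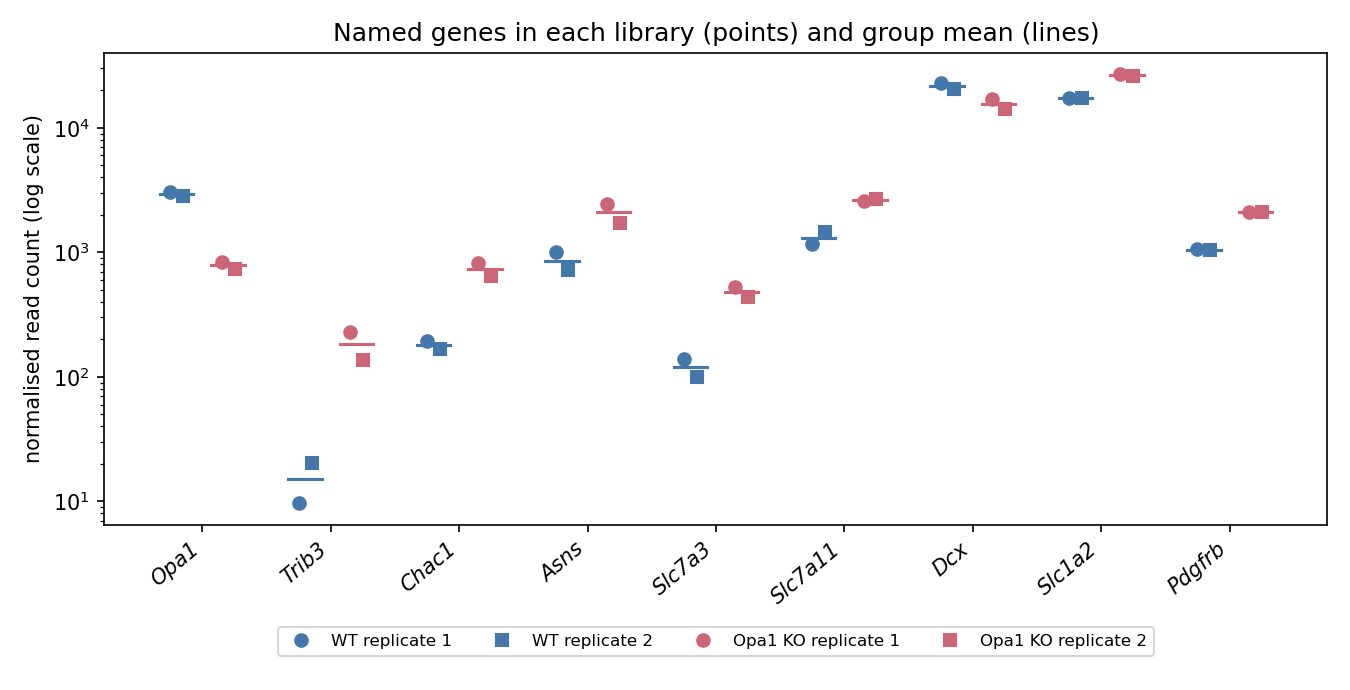
Deposited normalised read counts (log axis) of selected named genes in the 4 libraries, with points for single libraries and lines for the group means. Trib3 lies at 9.68 and 20.4 in WT and at 231 and 136 in Opa1 KO, and Opa1 shows the opposite order.

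Genes of the integrated stress response, the program driven by ATF4 and CHOP when translation is held back under stress, were higher in Opa1 KO. All 17 tested members had a higher mean, 14 of them in both same-numbered comparisons, with a median log2 fold change of 0.66 (0.78 for replicate 1 and 0.96 for replicate 2). Chac1, which degrades glutathione, was 182 ± 19.4 in WT and 733 ± 120 in Opa1 KO (2.00, SE 0.21). Vegfa, an angiogenic growth factor and ATF4 target, was 1851 ± 167 against 4230 ± 210.1 (1.19, SE 0.13). Sesn2, an inhibitor of mTORC1, was 472 ± 18.6 against 1045 ± 234 (1.13, SE 0.20), while the messenger RNA of Atf4 itself was 3570 ± 805 against 4337 ± 723 (0.29, SE 0.22). Ddit3, which encodes CHOP, had a log2 fold change of 0.56 (SE 0.21), and Ddit4 0.62 (SE 0.15). By limma-trend 0 members passed over all genes tested and 11 passed when adjusted over the list alone, while DESeq2 called 5 over all genes. That is not independent evidence, since the study showed some members on these libraries. The camera set test gave an adjusted p of 7.02e-17 with a preset correlation. With an estimated correlation the adjusted p was 0.309, and with fry it was 0.0922. Immediate early and heat shock genes, which tissue dissociation also induces, had a median log2 fold change of -0.20 for replicate 1 and 0.63 for replicate 2.

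Amino acid transporters were also higher, in 12 of 13 members, with a median log2 fold change of 0.42 (0.47 and 0.44 for replicates 1 and 2). Slc7a3, a cationic amino acid transporter, was 120 ± 27.8 in WT and 481 ± 58.0 in Opa1 KO (2.01, SE 0.25). Slc7a11, the cystine-importing subunit of system xc-, was 1307 ± 199 against 2626 ± 78.4 (1.01, SE 0.15), and its partner Slc3a2 was 4386 ± 158 against 6239 ± 22.9 (0.51, SE 0.11). Slc7a5, a transporter of large neutral amino acids, had a log2 fold change of 1.08 (SE 0.18), Slc7a1 0.93 (SE 0.21) and Slc1a5, a glutamine transporter, 0.41 (SE 0.26). Over all genes limma-trend passed 0 members and DESeq2 called 4, and 6 passed limma-trend when adjusted over the list alone. The study had also shown members of this list on these libraries. Camera gave an adjusted p of 7.79e-07, against 0.329 with an estimated correlation.

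Genes for serine, asparagine and proline synthesis and one-carbon metabolism were higher in 17 of 18 members, 16 of them in both same-numbered comparisons, with a median log2 fold change of 0.42 (0.49 and 0.33). Cth, which makes cysteine from cystathionine, was 168 ± 26.3 in WT and 415 ± 33.8 in Opa1 KO (1.30, SE 0.21), and asparagine synthetase Asns was 859 ± 197 against 2093 ± 511 (1.28, SE 0.26). Pycr1, of proline synthesis, had a log2 fold change of 0.85 (SE 0.20), the mitochondrial folate enzyme Mthfd2 0.75 (SE 0.34) and Psat1, of serine synthesis, 0.54 (SE 0.13). Only Cth passed limma-trend when adjusted over the list alone, and over all genes 0 members passed limma-trend and 2 were called by DESeq2 (Cth and Asns). By camera the adjusted p was 4.37e-11, against 0.359 with an estimated correlation. Cytosolic aminoacyl-tRNA synthetases with the tRNA exporter Xpot were higher in 14 members and lower in 7, with a median log2 fold change of 0.15. Xpot had 0.42 (SE 0.14) and the cysteinyl-tRNA synthetase Cars 0.41 (SE 0.14), and 0 members passed limma-trend over all genes or adjusted over the list alone. Their camera adjusted p was 0.0127, against 0.706 with an estimated correlation, and it was 0.721 without WT replicate 2 and 0.879 without Opa1 KO replicate 1.

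Messenger RNAs encoded in mitochondrial DNA were lower in Opa1 KO in all 11 members tested, by a median log2 fold change of -1.05 (-1.21 for replicate 1 and -0.83 for replicate 2). mt-Co1, a core subunit of cytochrome c oxidase, was 47599 ± 2237 in WT and 23434 ± 820.1 in Opa1 KO (-1.02, SE 0.13). mt-Cytb, of complex III, was 45778 ± 1082 against 21489 ± 1879 (-1.09, SE 0.14). The complex I subunits mt-Nd1, mt-Nd5 and mt-Nd4 had log2 fold changes of -1.05 (SE 0.27), -1.01 (SE 0.20) and -0.88 (SE 0.13). When adjusted over the list alone 9 members passed limma-trend, and over all genes 0 passed it and 6 were called by DESeq2. That count is not independent evidence, since the study showed some of these genes on the same libraries. The 2 that did not pass, named after their values were seen, were mt-Nd2 (-0.22, SE 0.18, higher in Opa1 KO replicate 2 than in WT replicate 2) and mt-Atp8 (-1.21, SE 0.62, -0.56 without Opa1 KO replicate 1 and -1.87 without Opa1 KO replicate 2). The camera adjusted p was 8.19e-17, against 0.309 with an estimated correlation and 0.0922 with fry. The largest difference, mt-Atp6 (-2.13, SE 0.44), is uncertain, because an annotated nuclear copy shares its sequence and mt-Atp8 overlaps it. The same holds in part for mt-Co1, mt-Co2, mt-Co3, mt-Nd2, mt-Nd4 and mt-Nd5, which have near-identical nuclear copies, and for mt-Nd6, which lies on the other strand in a count whose strand setting is not given.

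**Figure D2:**
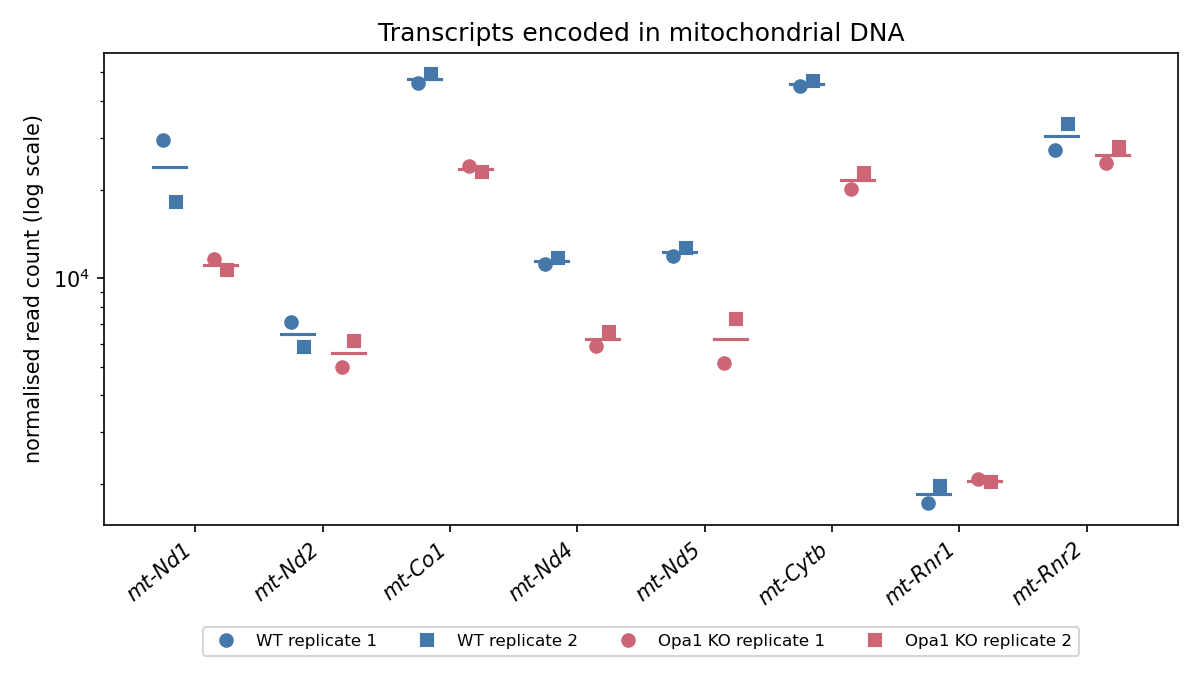
Deposited normalised read counts (log axis) of 8 transcripts encoded in mitochondrial DNA in the 4 libraries, with points for single libraries and lines for the group means. mt-Co1 lies at 46017 and 49181 in WT and at 24014 and 22854 in Opa1 KO, mt-Nd2 overlaps between the groups, and mt-Rnr1 (0.16) and mt-Rnr2 (-0.20) have log2 fold changes nearer to 0.

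Both mitochondrial ribosomal RNAs differed by less than the coding genes. mt-Rnr1, the small subunit RNA, was 1845 ± 171 in WT and 2057 ± 32.8 in Opa1 KO (0.16, SE 0.13), and mt-Rnr2, the large subunit RNA, was 30322 ± 4292 against 26288 ± 2351 (-0.20, SE 0.17). Genes of mitochondrial DNA took 0.818 ± 0.00788% of the reads in WT and 0.482 ± 0.0336% in Opa1 KO (SD, n = 2), a 1.69-fold lower share. Both Opa1 KO libraries lay below both WT libraries, with a two-sided exact permutation p of 0.333, the smallest that 6 splits of 4 libraries allow. Nuclear genes for respiratory chain and ATP synthase subunits had a median log2 fold change of -0.074, with 62 members lower and 12 higher and 0 past the limma-trend threshold over all genes or over the list alone. Uqcrc1, a core subunit of complex III, was 6537 ± 325 against 5816 ± 286 (-0.17, SE 0.12). Their camera adjusted p was 0.00998, against 0.706 with an estimated correlation. It was 0.432 in the other direction without WT replicate 1, 0.225 without Opa1 KO replicate 2 and 0.123 when scaled by library size only.

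Quiescent neural stem cell and astrocyte genes were higher in Opa1 KO in 20 of 22 members, 17 of them in both same-numbered comparisons, with a median log2 fold change of 0.43 (0.44 and 0.43). Notch3, a receptor linked to stem cell quiescence and also made by pericytes, was 337 ± 7.13 in WT and 570.3 ± 18.5 in Opa1 KO (0.76, SE 0.15). The glutamate transporter Slc1a2 was 17329 ± 86.3 against 26526 ± 444 (0.61, SE 0.12). Aldoc, a glycolytic enzyme of astrocytes and stem cells, had a log2 fold change of 0.49 (SE 0.13) and glutamine synthetase Glul 0.44 (SE 0.12). Gfap (0.43, SE 0.26), Id3 (0.47, SE 0.20), Hopx (0.28, SE 0.22) and Sox2 (-0.018, SE 0.13) differed by amounts closer to the spread between libraries, and Sox2 turned to 0.073 without Opa1 KO replicate 1 and to 0.035 when scaled by library size only. No member passed limma-trend over all genes or when adjusted over the list alone, while DESeq2 called 5 over all genes, and the camera adjusted p was 9.78e-11, against 0.359 with an estimated correlation. Genes of activated stem cells and transit amplifying progenitors had a median log2 fold change of -0.050, with 5 members higher and 7 lower and a camera adjusted p of 0.781. For this list the camera adjusted p was 0.0132 (higher) without WT replicate 1, 0.00933 (higher) without Opa1 KO replicate 2, 0.00944 (lower) without WT replicate 2 and 0.0137 (lower) without Opa1 KO replicate 1.

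Neuroblast and newborn neuron genes were lower in Opa1 KO in all 26 members and in both same-numbered comparisons, by a median log2 fold change of -0.38 (-0.33 and -0.43). Dcx, a microtubule protein of migrating neuroblasts, was 21841 ± 1678 in WT and 15583 ± 2143 in Opa1 KO (-0.49, SE 0.16). The transcription factors Foxp2 and Prox1 had log2 fold changes of -0.59 (SE 0.12) and -0.55 (SE 0.15), the RNA-binding protein Celf4 -0.40 (SE 0.11) and Igfbpl1 -0.43 (SE 0.13). Sox4 (-0.32, SE 0.18), Sox11 (-0.50, SE 0.23), Eomes (-0.42, SE 0.33) and Neurod1 (-0.73, SE 0.41) were lower with larger errors. DESeq2 called 1 member over all genes (Foxp2), and limma-trend 0 over all genes or when adjusted over the list alone. The study showed some members on these libraries. The camera adjusted p was 2.65e-14, against 0.423 with an estimated correlation. Cell cycle and DNA replication genes were lower in all 21 members, with a median log2 fold change of -0.34 (-0.24 and -0.46). Among them were Mki67 (-0.45, SE 0.35) and the ribonucleotide reductase subunit Rrm2 (-0.69, SE 0.37), and 0 passed limma-trend over all genes or over the list alone. The camera adjusted p was 0.000329, against 0.706 with an estimated correlation, 0.708 without WT replicate 1 and 0.610 in the other direction without Opa1 KO replicate 2.

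**Figure D3:**
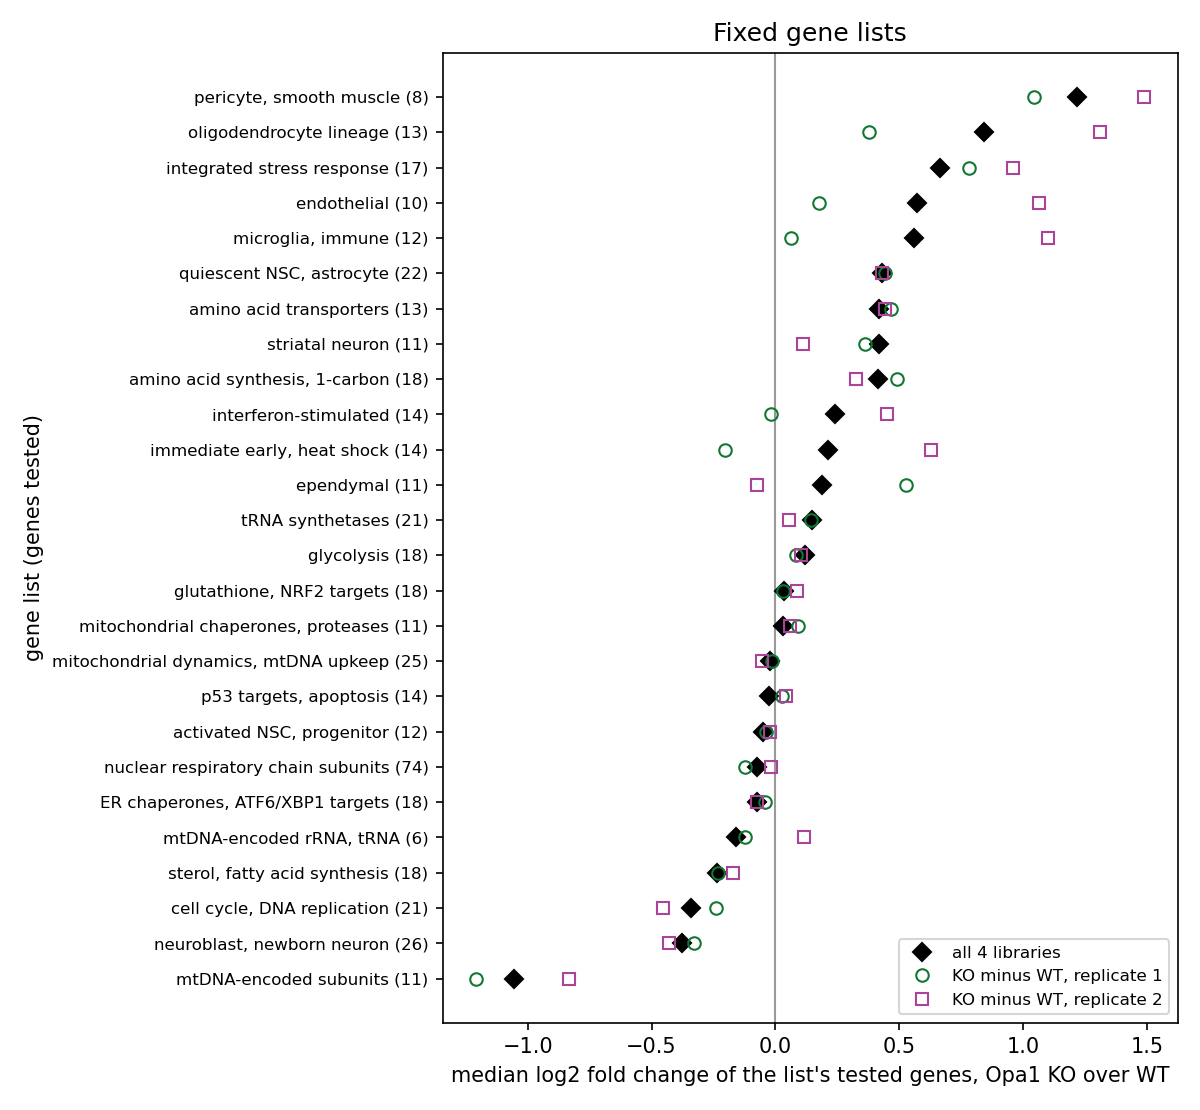
Median log2 fold change of Opa1 KO over WT for each of the 26 fixed gene lists, with diamonds for all 4 libraries and open symbols for the 2 same-numbered comparisons. Pericyte and smooth muscle genes lie highest at 1.22 and mitochondrial coding genes lowest at -1.05.

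Fixed lists of markers covered other cell types that the sort could hold, some of which the study found among YFP-positive hippocampal cells. Pericyte and smooth muscle genes were higher in Opa1 KO in all 8 tested members, with a median log2 fold change of 1.22 (1.05 and 1.49). Pdgfrb, the receptor that marks pericytes, was 1051 ± 8.68 in WT and 2116 ± 15.2 in Opa1 KO (1.01, SE 0.11), and the potassium channel subunit Abcc9 was 127 ± 24.3 against 425 ± 9.02 (1.75, SE 0.22). Vtn and Higd1b had log2 fold changes of 1.37 (SE 0.28) and 1.83 (SE 0.34). Over all genes 0 members passed limma-trend and 4 were called by DESeq2, and 6 passed limma-trend when adjusted over the list alone. Camera gave an adjusted p of 1.62e-10, against 0.309 with an estimated correlation and 0.0922 with fry.

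Oligodendrocyte genes had a median log2 fold change of 0.84 (0.38 and 1.31), higher in 12 of 13 members, with 0 past the limma-trend threshold over all genes or the list alone. The myelin genes Mag and Mbp had 1.0 (SE 0.38) and 0.91 (SE 0.30). By camera the adjusted p was 5.02e-06, against 0.692 with an estimated correlation and 0.153 without WT replicate 2. Endothelial genes, led by Ly6c1 (0.99, SE 0.58, 1.64 without Opa1 KO replicate 1 and 0.34 without Opa1 KO replicate 2), had a median of 0.57 (0.18 and 1.07) and a camera adjusted p of 0.00251, against 0.706 with an estimated correlation. Without WT replicate 1 it was 0.0791, and without Opa1 KO replicate 2 it was 0.683 in the other direction. Microglial genes had a median of 0.56 (0.063 and 1.10) and a camera adjusted p of 0.0484, against 0.706 with an estimated correlation. That value was 0.0223 in the other direction without WT replicate 2, 0.941 in the other direction without Opa1 KO replicate 1 and 0.270 with DESeq2. It lay between 0.0573 and 0.13 with edgeR, limma-voom, library size only, TMM scaling, no filter, the stricter filter and a pseudocount of 5. Striatal neuron genes, among them Adora2a (1.49, SE 0.33), had a median of 0.42 (0.36 and 0.11) and a camera adjusted p of 0.0174, against 0.423 with an estimated correlation, 0.124 without WT replicate 2 and 0.0638 without Opa1 KO replicate 1. With DESeq2 it was 0.0836, and with the stricter filter 0.102. No member of these lists passed limma-trend over all genes or over the list alone.

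Ependymal genes separated the libraries by replicate number more than by genotype. Ccdc153, of motile cilia, was 926 and 1502 in the replicate 1 libraries of WT and Opa1 KO, and 6403 and 6319 in the replicate 2 libraries, with a log2 fold change of 0.34 (SE 1.26) that was -1.06 without WT replicate 1, -0.70 without Opa1 KO replicate 2, 1.73 without WT replicate 2 and 1.38 without Opa1 KO replicate 1. The list had a median log2 fold change of 0.19 between genotypes (0.53 and -0.076), with a camera adjusted p of 0.625, and lay 2.26 higher on the log2 scale in the replicate 2 libraries than in the replicate 1 libraries. Microglial genes lay the other way, with a difference of -2.60. Without a library the ependymal adjusted p was 8.18e-05 (lower, WT replicate 1 left out), 6.61e-05 (higher, WT replicate 2), 0.0114 (higher, Opa1 KO replicate 1) and 0.0218 (lower, Opa1 KO replicate 2). In a principal component analysis the first component held 71.3% of the variance and separated the replicate 1 from the replicate 2 libraries, and the second held 18.5% and separated Opa1 KO from WT.

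**Figure D4:**
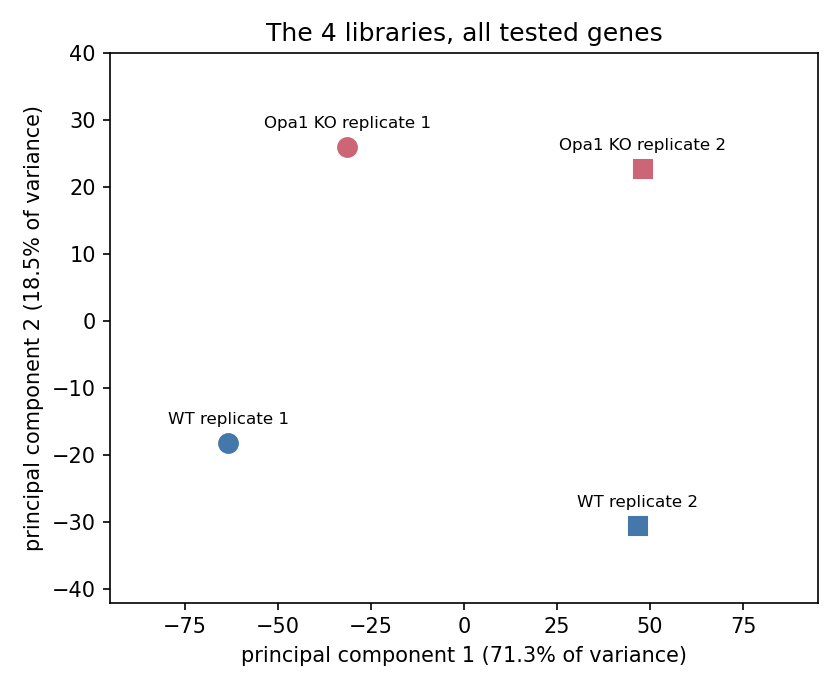
The 4 libraries on the first 2 principal components of log2(value + 1) over the tested genes, in component units. The first component (71.3% of the variance) parts the replicate numbers and the second (18.5%) parts the genotypes.

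The authors' deposited table lists 332 genes at their adjusted p threshold of 0.1, of which 224 are higher and 108 lower in Opa1 KO. The authors' deposited table gives Opa1 a log2 fold change of -1.90 (standard error 0.13) and an adjusted p of 2.96e-44. Of the 332 genes of the authors' deposited table, 331 were tested here and all 331 had the same direction. At an unadjusted p under 0.05 by limma-trend 303 of them passed, and 0 passed at an adjusted p under 0.05. DESeq2 on the filtered genes called 64 genes of the authors' deposited table, and the edgeR quasi-likelihood test called 0. The authors' deposited table rests on the same libraries and reads, so the shared directions and calls are not independent evidence.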

Values the study reported

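In the dentate gyrus, the study reported a 70% reduction of Dcx-expressing newborn neurons at 4 weeks after tamoxifen and a 90% reduction at 8 weeks. Tbr2-positive transit amplifying cells among YFP-positive cells were reported as 61% and 97% fewer at those times. The study gave a 60% decrease of proliferating Sox2-positive cells at 4 weeks. At its earliest time, before 4 weeks, the study detected no differences in the dentate gyrus. These are counts or percentages of stained cells, not values of the sequenced libraries. For the sorted subventricular cells the study's Methods and Discussion give different times after tamoxifen, so the times of the 2 kinds of data may differ.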

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

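TMM scaling in limma-trend, another pseudocount, DESeq2 on all genes and the overlap under the block were chosen after the data were seen, when the planned edgeR test also became an alternative. Counts of called genes were 48 higher and 16 lower with DESeq2 on the filtered genes, 155 and 67 with DESeq2 on all genes, and 1 and 1 without a filter. They were 0 and 0 with edgeR, limma-voom, the other scalings, pseudocounts and filters, and with each library left out. The cause was not tested. Opa1 kept its direction throughout, from -1.99 to -1.81 with a library left out, and was called at -1.89 and -1.90 by DESeq2 on filtered and on all genes, and at -1.90 without a filter. The replicate numbers are shared by only 2 pairs, and the labels tie them to no batch. Deviations of the same-numbered libraries correlated across genes at 0.718. With the replicate block 123 genes were higher and 59 lower, 62 of them shared with the 64 DESeq2 calls, Opa1 was called at -1.90, and 19 lists were called, with glycolysis (adjusted p = 0.0373) and ependymal genes (0.0209) added as higher. The overlap with the authors' deposited table was 64 genes by DESeq2 and 131 with the replicate block. The mitochondrial share kept its difference, from -0.359 to -0.311 points with a library left out and at -0.323 over 13 coding genes.

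Of the 17 list calls, 0 held with an estimated correlation and 0 with fry, where gene-gene correlation enters the test by construction. The residuals used there also hold the difference between replicate numbers, so these tests cannot show that a list is unchanged. Other settings kept between 12 and 17. Integrated stress response, amino acid transport and synthesis, mitochondrial coding, quiescent, neuroblast and pericyte lists kept theirs with each library left out. Of 466 list tests under the alternatives, 378 kept direction and side of the threshold, 60 lost the call, 9 gained one and 19 turned direction. For the estimated correlation and fry, only the side of the threshold was compared, not the direction. With the stricter filter, mitochondrial ribosomal and transfer RNAs turned direction at a camera adjusted p of 0.936. The other turns came with a library left out, in at most 2 of the 4 such fits of a list. Over all 4 fits, those that kept the direction included, adjusted p-values ranged from 1.3e-05 to 0.432 for nuclear respiratory genes, 0.0778 to 0.941 for mitochondrial ribosomal and transfer RNAs, 0.00933 to 0.975 for reticulum chaperones and 0.0645 to 0.599 for glutathione. These ranges were 0.577 to 0.941 for p53 targets, 4.09e-06 to 0.685 for interferon, 0.0137 to 0.730 for glycolysis, 0.00933 to 0.0137 for activated stem cells and 3.62e-11 to 0.708 for proliferation. They were 6.61e-05 to 0.0218 for ependymal, 7.24e-11 to 0.683 for endothelial, 8.67e-14 to 0.941 for microglial and 2.34e-10 to 0.975 for immediate early genes. The cause was not tested. Of 1311 log2 fold changes of 78 named genes under the alternatives, 1180 kept direction and side, 127 gained a call and 4 turned sign. Sox2 was 0.035 when scaled by library size only and -0.11 to 0.073 with a library left out, and Ccdc153 was -1.06 to 1.73. Each library held at least 19985853 reads, and genes under 10 normalised reads in more than 2 libraries were not tested.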

Other observations

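The tests of technical explanations in this part were chosen after the results were seen, while the gene lists and their set tests were fixed before. Several stress and metabolic programs beside the integrated stress response showed small or mixed differences in Opa1 KO. Mitochondrial chaperones and proteases had a median log2 fold change of 0.031 (camera adjusted p = 0.447), with the chaperone Hspa9 at 8171 ± 103 in WT and 9849 ± 565 in Opa1 KO (0.27, SE 0.12). Endoplasmic reticulum chaperones and ATF6 or XBP1 targets had -0.075 (adjusted p = 0.292), although Herpud1, which acts in protein degradation at the reticulum, was at 0.44 (SE 0.14). Glutathione and NRF2 target genes had 0.035 (adjusted p = 0.568), with thioredoxin reductase Txnrd1 at -0.37 (SE 0.19). p53 target and apoptosis genes had a median of -0.027 and a mean of 0.0041 (adjusted p = 0.825), so that median and mean differ in sign. Mitochondrial fusion, fission and DNA maintenance genes had -0.020 (adjusted p = 0.517), mitochondrial ribosomal and transfer RNAs -0.16 (adjusted p = 0.50), and glycolysis genes 0.12 (adjusted p = 0.155). Leaving out 1 library gave calls for reticulum chaperones (0.00933 without Opa1 KO replicate 2, lower) and glycolysis (0.0186 without WT replicate 2 and 0.0137 without Opa1 KO replicate 1, higher). It turned the direction of reticulum chaperones (0.879 without Opa1 KO replicate 1), glycolysis (0.691 without WT replicate 1 and 0.730 without Opa1 KO replicate 2), glutathione (0.599 without WT replicate 1 and 0.271 without Opa1 KO replicate 2), p53 (0.685 without WT replicate 1) and ribosomal and transfer RNA genes (0.941 without Opa1 KO replicate 1).

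Sterol and fatty acid synthesis genes were lower in 14 of 18 members, by a median log2 fold change of -0.23 (-0.23 and -0.17 for replicates 1 and 2), with a camera adjusted p of 0.00591, against 0.423 with an estimated correlation and 0.281 without WT replicate 1. The fatty acid desaturase Scd1 was higher, at 332 ± 5.06 in WT and 557 ± 81.4 in Opa1 KO (0.74, SE 0.18). Interferon-stimulated genes had a median of 0.24 (-0.018 and 0.45) and an adjusted p of 0.0462, against 0.706 with an estimated correlation, 0.685 without WT replicate 1 and 0.124 in the other direction without Opa1 KO replicate 2. Scaling by library size only gave 0.0872, TMM scaling 0.0509 and no filter 0.0715. Immediate early and heat shock genes had a median of 0.21 and an adjusted p of 0.00158, against 0.706 with an estimated correlation, 0.975 in the other direction without WT replicate 2 and 0.344 without Opa1 KO replicate 2. Their member Hspa1b, a heat shock protein, was 499 ± 7.50 against 888 ± 52.8 (0.83, SE 0.14) and passed when adjusted over the list alone, and Jun had 0.36 (SE 0.17). No member of the lists in these paragraphs passed over all genes by limma-trend, and besides Hspa1b 0 passed over the list alone. DESeq2 called 1 of them over all genes (Hspa1b).

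The first pattern is the lower level of mitochondrial messenger RNAs beside ribosomal RNAs that differed little. Reads shared with nuclear copies are argued against by the 4 coding genes without an annotated copy, whose median log2 fold change was -1.07. Of these, mt-Nd6 is uncertain by its strand and mt-Atp8 had at most 14.6 normalised reads in a library. The argument therefore rests mainly on mt-Nd1 (-1.05) and mt-Cytb (-1.09). A smaller share of neuroblasts is argued against as the whole cause, since the coding genes lay -0.68 below the neuroblast list on the log2 scale. The intervals over member genes were apart for both replicate numbers (-1.42 to -0.94 against -0.38 to -0.26, and -1.17 to -0.65 against -0.47 to -0.36). Like those given for the patterns below, these intervals measure the spread among the genes of a list, not the spread between libraries. A loss of all mitochondrial RNA alike is argued against by the 2 ribosomal RNAs, whose mean log2 fold change was -0.021. An effect of the genotype on the level of these messenger RNAs, by synthesis or decay, may remain as a hypothesis found on the same data, and how the library kit treats mitochondrial ribosomal RNA is not given in the sources used here.

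The second pattern is the higher level of pericyte and smooth muscle genes, with Vtn at 2131 and Pdgfrb at 2116 normalised reads on average in Opa1 KO, in a list whose 8 tested genes were all detected in WT too and are in no other list. Vessel fragments carried through the YFP gate could bring endothelial genes too. The pericyte list lay 0.65 above the endothelial list on the log2 scale, with intervals apart for replicate 1 (0.67 to 1.53 against 0.030 to 0.35) and overlapping for replicate 2 (0.18 to 1.96 against 0.78 to 1.27), so this stays open. A smaller share of neuroblasts may raise all other types alike; the pericyte list lay 0.79 above the quiescent list, and its interval was above those of all 6 lists of other types for replicate 1 but of only 1 (ependymal) for replicate 2, the sole pair of 21 compared that was apart in the same direction for both, which leaves it open. A change in the YFP-positive pericytes with genotype stays open as well and was not tested. The study found a mural cluster among YFP-positive hippocampal cells.

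The third pattern is the higher level of integrated stress response genes. Stress of dissociation and sorting could raise them, and their list lay 0.45 above the immediate early and heat shock list on the log2 scale. The intervals were apart for replicate 1 (0.30 to 1.32 against -0.39 to -0.029) and overlapped for replicate 2 (0.50 to 1.24 against 0.54 to 0.96), so the explanation stays open. A smaller share of neuroblasts may also contribute, since the list lay only 0.23 above the quiescent list, with overlapping intervals. An effect of the loss of Opa1 through ATF4 is the biological explanation the design gives, and these libraries do not set it apart from those explanations.

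Ttr, a secreted protein of the choroid plexus picked after its values were seen, stood at 8.72, 1.94 and 3.26 normalised reads in WT replicates 1 and 2 and Opa1 KO replicate 1, and at 6170.1 in Opa1 KO replicate 2. On chromosome 16, which carries Opa1, 12 genes listed in the authors' deposited table were found besides Opa1, against 9.80 under an even spread over tested genes (Fisher's exact p = 0.415). Among them were Chodl and Atp13a5, and Atp13a5 (29231851 to 29378732) lies near Opa1 (29579334 to 29654884). A count over the whole chromosome does not address genes close to Opa1, and an effect there was not tested. Without a filter on low values, the predicted gene Gm45104, also picked after its values were seen, was the only gene called as higher, with 16.5 and 9.72 normalised reads in WT and 365 and 255 in Opa1 KO.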
